A study of Mus musculus with 12 samples. Its data were reported in "Quantitative Trait Loci Affecting Atherosclerosis at the Aortic Root Identified in an Intercross between DBA2J and 129S6 Apolipoprotein E-Null Mice" (2014).

How the data were processed

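Expression was measured in the aorta of wild-type male mice of 3 inbred strains, DBA/2J (DBA), C57BL/6 (B6) and 129S6/SvEvTac (129). The aortic arch was sampled in all 3 strains and the aortic root in 129 mice. Each of the 4 groups had 3 arrays, giving 12 arrays, and each array held RNA of a separate pool of mice: 5 mice for 8 of the arch pools, 4 mice for B6 arch replicate 1, and 6 mice for each root pool. The mice were 2 to 5 months old per the labels. One description field of the root samples names the arch, whereas their titles and tissue labels name the root, and the groups follow the latter. The series text names apoE strains in one place and wild-type mice in the same sentence. Pools were separate, so p-values measure the spread between pools of mice.

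Total RNA (250 ng) was converted into biotin-labelled sense-strand cDNA and hybridised to Affymetrix Mouse Gene 2.1 ST arrays, which carry probes along the whole transcript, on a single plate. The authors used Affymetrix Expression Console for basic analysis and quality control. The deposited values are 1 log2 intensity per transcript cluster (probe set) and array, already normalised by the authors. The log base was read from the range of the values, 0.668 to 13.6. The summarisation and normalisation method and its version are not given in the sources used here, nor are a genome build and detection calls. Without detection calls a dim gene cannot be told from background, so folds against a dim group may be understated. Scan dates and other batch labels were not used here. The number of arrays per group limits the precision.

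The table held 41345 clusters, of which 23521 were named for 1 gene symbol, 1814 for several, and 16010 were unnamed in the platform annotation used here. Among clusters with 1 symbol, the cluster with the highest mean over the 12 arrays stood for the gene, which left 22180 genes; 1082 of these had more than 1 cluster. Clusters with several symbols were left out of the tests. A total of 21994 genes were found by gene identifier in a reference gene table of assembly GRCm38.p6, which was used only for gene order and names, since the build behind the deposited table is not given. No filter on dim genes was applied, and all the sample columns of the table were used.

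Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited log2 values, with Benjamini-Hochberg adjustment over the 22180 genes and a threshold of 0.05, two-sided. The 9 arch arrays entered 1 model with strain as the factor, because the methods of the study compared the 3 strains in a single analysis of variance. The root was compared with the arch over the 6 arrays of 129 mice. A gene was called DBA-specific when DBA differed from both other strains in the same direction, and likewise for 129 and B6. Chance overlap of such pairs of contrasts, which share arrays, was simulated 100 times without any effect. Folds are ratios of means of log2 values; values printed as signal are on the linear scale. Errors of differences are standard errors of the model (SE), and intervals are at 95%.

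A total of 35 gene lists (cell types, pathways and families) were fixed, and the 34 with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted over lists within a contrast. Each list was tested again with an estimated correlation, which allows for genes of a list that vary together, and with fry. The Ath44 and Ath45 lists were the candidates of the study, which chose them partly on these arrays. Genes in the reference order from Hmcn1 to Creg1 for Ath44 and from Phf20 to Slc2a10 for Ath45, bounds which leave out the candidates Ifi202b and Dynlrb1, were compared with all other genes by two-sided Fisher's exact test. Genes were named in the text by a fixed rule: the 6 largest differences in each direction among called genes without overlap between the groups, up to 4 members of each list past its test, the candidates past the threshold with a short set always named, and genes that check the labels. Genes named outside this rule are said to be chosen after their values were seen. The groups, tests, lists, naming rule and alternatives were set before the data were examined, except where the text says otherwise.

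The fit was tested on simulated data with known changes over 22180 genes. For the DBA and 129 arch arrays, 70 of 100 genes changed by 1 on the log2 scale and 95 of 100 changed by 2 were called, with 13 false calls. For the root and arch of 129 mice these were 67 of 100, 93 of 100 and 7. The alternatives were omission of the dimmer genes, quantile normalisation, median centring of arrays, a robust trended prior, array weights, all 12 arrays in one fit, the mean of a gene's clusters, every cluster as its own feature, the replicate number as a block, omission of each array in turn, a 2-fold minimum, the 6 arrays of a contrast alone, and the methods' Tukey-Kramer test. Omission of both arrays with transcripts of other organs was added after seeing the data.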

Results

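Aortic expression was compared among DBA, B6 and 129 mice, the parental strains of crosses in which plaque size at the aortic root was mapped, and between the root and arch of 129 mice. The arrays had medians between 4.68 and 4.82 on the log2 scale. Over all genes the first principal component (37.4% of the variance) held the 3 root arrays at 53.3 to 54.3 and the 9 arch arrays at -34.5 to 5.77. Of the 5 genes measured to check the strain labels, 4 differed between DBA and B6 arch. H2-Ea, a class II histocompatibility chain, had a mean log2 value of 9.13 ± 0.30 in DBA, 3.38 ± 0.13 in B6 and 3.42 ± 0.02 in 129 arch (SD, n = 3). Alad, an enzyme of haem synthesis, had a mean of 10.63 ± 0.14 in DBA and 9.52 ± 0.25 in B6 (adjusted p = 0.00823). Nnt, a mitochondrial transhydrogenase, and Glo1, a glyoxalase, were also higher in DBA than in B6 (adjusted p = 0.0299 and 0.0286). The call of Nnt was lost in 7 of the 9 fits that left out 1 array, all but those without DBA replicate 1 or B6 replicate 1 (adjusted p = 0.0544 to 0.109, range over all alternatives 0.00318 to 0.318), and that of Glo1 in 8, all but the fit without B6 replicate 1 (0.0527 to 0.114, range 0.00309 to 0.200). Klrd1, a receptor gene of natural killer cells, was dim and did not pass between any 2 strains (means of 3.68 ± 0.15 in DBA, 4.29 ± 0.40 in B6 and 4.09 ± 0.19 in 129 arch). Apoe had a mean log2 value of 6.57 ± 0.09 in DBA, 6.94 ± 0.28 in B6 and 6.32 ± 0.19 in 129 arch.

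Transcripts of other organs were abundant on 2 arch arrays. Genes in this paragraph were chosen after their values were seen. On B6 arch replicate 1, Alb, the serum albumin of hepatocytes, had a signal of 6873 against a mean of 23.8 on the other B6 arch arrays. On DBA arch replicate 2, Nppa, the atrial natriuretic peptide, had a signal of 7414 against 47.9 on the other DBA arch arrays, and the lung epithelial genes Scgb1a1 and Sftpc had signals of 4328 and 1028 against 24.9 and 12.4. These arrays also lay apart on later components: B6 arch replicate 1 at -67.3 on the second (17.8% of the variance), and DBA arch replicate 2 at 44.2 on the third (12.7%). Both were kept, and counts without both are given with each comparison of strains. Dntt, a polymerase of developing lymphocytes, also varied between arch pools. Its mean log2 value was 5.19 ± 0.77 in DBA, 5.54 ± 1.45 in B6 and 6.83 ± 0.63 in 129 arch (SD). Omission of the 2 arrays named above was not aimed at this spread.

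Relative to 129 arch, DBA arch had 52.3-fold more H2-Ea, 36.0-fold more Neto1, a membrane protein that binds glutamate receptors, 26.8-fold more Gbp8, a guanylate-binding protein, 18.9-fold more Mrap2, an accessory protein of melanocortin receptors, and more Stab2, a scavenger receptor for hyaluronan (log2 difference 4.17 ± 0.25). Genes lower in DBA were led by Gdpd3, a lysophospholipase D (log2 difference -4.68 ± 0.27, SE), Adcy1, an adenylate cyclase (-4.11 ± 0.44), H2-T10, a class I-like histocompatibility gene (-3.53 ± 0.32), BC018473 (-3.47 ± 0.21), and Klk1b22, a kallikrein (-3.41 ± 0.29). Rps13, a protein of the small ribosomal subunit, was 20.4-fold higher in DBA than in 129, while the list of 19 other ribosomal protein genes had a median log2 difference of 0.01 and no called member. These genes had adjusted p between 2.84e-07 and 0.00256, and each was separate between the groups in 3 against 3 arrays. Tmem45b, a membrane protein gene, was at -3.92 ± 0.68 (adjusted p = 0.0267), a call lost without any of the DBA or 129 arrays (0.0821 to 0.114, range over all alternatives 8.59e-05 to 0.414).

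A total of 320 genes passed the threshold in this comparison, 191 higher and 129 lower in DBA, and 183 of them differed at least 2-fold. The 3 arrays of each group were separate for 20.9% of all genes, where chance gives 10%. Without both arrays that held transcripts of other organs the count was 338 (194 higher, 144 lower). It was 197, 201 and 188 without DBA replicates 1, 2 and 3, 144, 165 and 159 without 129 replicates 1, 2 and 3, and 510 without B6 replicate 1, which enters through the shared spread.

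Flavin monooxygenases, which oxidise nitrogen and sulphur in drugs and dietary amines, were lower in DBA than in 129 arch. Of 6 measured genes 3 fell and 3 did not pass, with Fmo4 at a log2 difference of -1.36 ± 0.21, Fmo1 at -1.29 ± 0.22 and Fmo2 at -1.05 ± 0.17 (adjusted p = 0.0160, 0.0247 and 0.0187). The list passed its test (adjusted p = 7.17e-05, and adjusted p = 0.160 with an estimated correlation), and 4 of its genes were lower when adjusted over the list alone. The calls of Fmo2 and Fmo4 were lost without any of 129 replicates 1, 2 and 3 (adjusted p = 0.0631 to 0.0822), and that of Fmo1 without any of the DBA or 129 arrays (0.0826 to 0.102). Over all alternatives the adjusted p ranged from 0.00326 to 0.177 for Fmo2, from 0.00288 to 0.192 for Fmo4 and from 0.000926 to 0.329 for Fmo1.

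Other lists passed their test in DBA relative to 129 with no single member called. The 11 measured T cell and thymocyte genes had a median log2 difference of -1.48 in DBA relative to 129 (adjusted p = 3.65e-05, and adjusted p = 0.991 with an estimated correlation), with Cd8a, a T cell coreceptor, at -1.78 ± 0.57 and Cd3e, a chain of the T cell receptor complex, at -1.64 ± 0.53. The 14 cell cycle genes had a median of -0.33 (adjusted p = 3.65e-05, and adjusted p = 0.991 with an estimated correlation), with the proliferation marker Mki67 at -0.94 ± 0.20 and topoisomerase Top2a at -0.70 ± 0.21, and 4 of the 14 were lower when adjusted over the list alone. The 14 macrophage genes had a median of 0.37 (adjusted p = 0.0120, and adjusted p = 0.991 with an estimated correlation), including C1qa, a complement chain made by macrophages, at 0.88 ± 0.25. That call was lost without DBA replicate 3 (adjusted p = 0.127) or 129 replicate 1 (0.256), over a range from 0.000151 to 0.991 in all alternatives. Sterol biosynthesis genes had a median of -0.21 over 12 genes (adjusted p = 0.0391, and adjusted p = 0.991 with an estimated correlation), and this call was lost without DBA replicate 2 (0.0847) or 3 (0.0671) or 129 replicate 2 (0.0720) or 3 (0.124), over a range from 0.0142 to 0.991. Endothelial genes (14 measured, adjusted p = 0.911) and smooth muscle contractile genes (17 measured, adjusted p = 0.347) did not pass and had no member called.

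**Figure D1:**
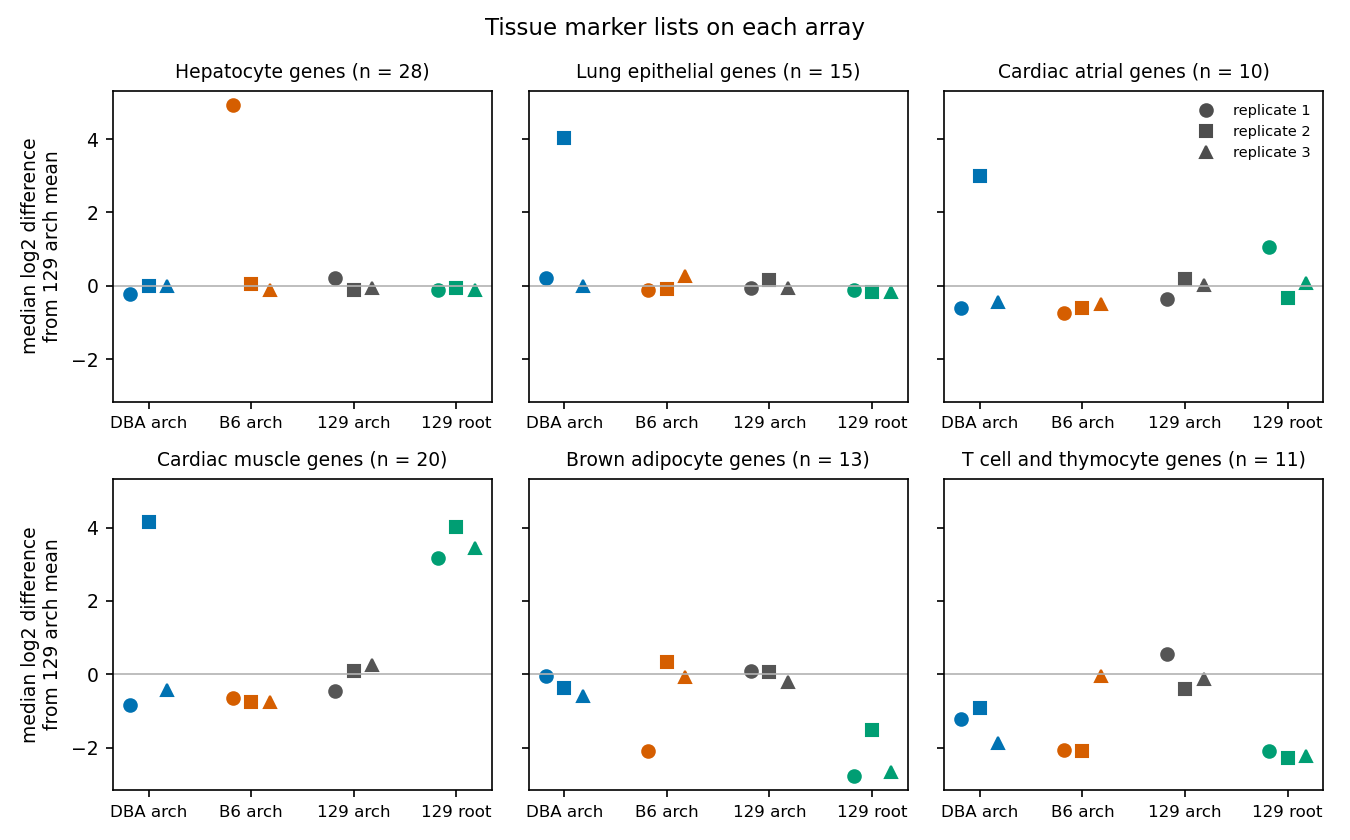
Median log2 difference of the measured members of gene lists from the mean of the 129 arch arrays, with 1 point per array and arrays grouped by strain and site. In the hepatocyte, lung epithelial and cardiac atrial lists, which were added after seeing the data, hepatocyte genes lay at 4.94 on B6 arch replicate 1 and lung epithelial genes at 4.02 on DBA arch replicate 2.

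The next question concerned the candidates at Ath44, a plaque locus on distal chromosome 1, where the study looked for differences of DBA from both other strains. Npl, the lyase that cleaves sialic acid, was 4.87-fold higher in DBA than in 129 arch (95% interval 3.18 to 7.45) and 3.64-fold higher than in B6, with adjusted p of 0.00417 and 0.0123. Fmo2 was lower in DBA than in B6 as well (-0.90 ± 0.17), and so was Selp, the P-selectin by which platelets and endothelium bind leukocytes, with log2 differences of -1.32 ± 0.26 from 129 and -1.61 ± 0.26 from B6. Ifi202b, an interferon-inducible DNA-binding gene, was higher in DBA than in 129 (1.66-fold, adjusted p = 0.0267) and lower in B6 than in 129 (-1.24 ± 0.13, adjusted p = 0.00188). Atp1b1, a subunit of the sodium pump, was 1.97-fold higher in DBA without passing the threshold (95% interval 1.40 to 2.76, adjusted p = 0.0746), and Sele, the E-selectin of endothelium, was at -0.36 ± 0.11 (adjusted p = 0.217). Tnfsf4, a ligand of the tumour necrosis factor family, was at -0.04 ± 0.26.

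In the Ath44 list 2 of the 24 measured genes were higher and 3 lower in DBA than in 129 arch, and 7 were higher and 8 lower when adjusted over the list alone. The study chose this list partly on these arrays, so these counts are not independent evidence. The call of Npl against B6 was lost without DBA replicate 1 or 3 or B6 replicate 3 (adjusted p = 0.0564, 0.0577 and 0.0594, range 0.000654 to 0.181), and that against 129 was kept in all 9 fits that left out 1 array. The call of Fmo2 against B6 was lost in 7 of the 9, all but those without DBA replicate 1 or 3 (0.0688 to 0.125, range 0.00772 to 0.246). That of Selp against B6 was lost without any DBA array or B6 replicate 3 (0.0530 to 0.0816, range 0.00260 to 0.602). The call of Selp against 129 was lost without any DBA array (adjusted p = 0.122 to 0.164), any 129 array (0.0913 to 0.171) or B6 replicate 3 (0.0727), and over all alternatives its adjusted p ranged from 0.00438 to 1. That of Ifi202b against 129 was lost without DBA replicate 2 or 3 (both 0.102), B6 replicate 3 (0.0546) or 129 replicates 1, 2 and 3 (0.0857, 0.0995 and 0.0756), over a range from 0.0172 to 0.154.

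Among the 125 genes tested between Hmcn1 and Creg1 in the reference order, 4 were DBA-specific (3.20%), against 126 of 22055 elsewhere (0.571%, two-sided Fisher's exact test, p = 0.00633). These were Npl, higher, and Fmo2, Selp and Cryzl2, lower in DBA. Array probes that match the B6 sequence better than the DBA sequence would also lower signals in DBA. For Fmo2, Selp and Cryzl2 this stayed open, since probe sequences and strain variants were not used here. The exact test therefore cannot separate a difference in expression from a probe effect at these genes. Cryzl2, a quinone reductase-like gene chosen after its values were seen, was at -2.16 ± 0.14 from 129. The number was 2 without any of the DBA or 129 arrays, 1 without B6 replicate 3, and 6 without both arrays with transcripts of other organs. These bounds leave out Ifi202b. From Hmcn1 to Ifi202b, an alternative chosen after seeing the data, 7 of 236 genes were DBA-specific (exact p = 0.000492). This added Ifi202b and Mael, higher, and Mndal, lower in DBA. A probe effect stayed open for Mndal too. The window ends at Ifi202b, a called candidate that the study placed beyond the Ath44 range. The bound thus fixed its inclusion in advance, and the exact p of this window is not independent evidence for the locus. Both exact tests take genes as independent. Neighbouring genes were called together among strains 2.36 times as often as by chance, so these p may be too small. Serpinc1, the antithrombin gene of the liver, is in the list and was singled out after its values were seen. It had a ratio of mean signals of 6.72 in B6 over 129. Its signal was 256 on B6 arch replicate 1 and 11.5 to 22.4 on the other B6 arrays, and the ratio without replicate 1 was 1.18.

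At Ath45 on chromosome 2 the study looked for differences of 129 from both other strains. Ada, the deaminase that clears adenosine, was lower in DBA (-1.38 ± 0.18, adjusted p = 0.00649) and in B6 (-1.01 ± 0.18, adjusted p = 0.0328) than in 129 arch. Plac9a, which stands here for Plac9, lies outside the locus on chromosome 14 and was listed by the study for its link to a variant at Ath45. It was 1.76-fold higher in DBA (adjusted p = 0.010) and 1.73-fold higher in B6 (adjusted p = 0.0142) than in 129. Dynlrb1, a dynein light chain, was 1.44-fold and 1.35-fold higher without passing the threshold (adjusted p = 0.0554 and 0.113). Lbp, which presents bacterial lipopolysaccharide, was at 0.14 ± 0.22 in DBA and -0.43 ± 0.22 in B6.

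In the Ath45 list 1 of the 16 measured genes was higher and 1 lower in DBA than in 129, and 2 were higher and 3 lower when adjusted over the list alone. Pkig and Ptprt, also candidates, were not among the measured genes. This list too was chosen by the study partly on these arrays and is not independent evidence. Among the 141 genes tested between Phf20 and Slc2a10, 1 was 129-specific, Ada (0.709% against 0.445% elsewhere, two-sided Fisher's exact test, p = 0.469). The number was 0 without DBA replicate 1, B6 replicate 2 or any of the 129 arrays. From Dynlrb1, which these bounds leave out, to Slc2a10, 2 of 167 genes were 129-specific, Ada and Procr (exact p = 0.171), again in an alternative chosen after seeing the data. The call of Ada in B6 was lost without DBA replicate 1 (adjusted p = 0.0525), B6 replicate 1 or 2 (0.0673 and 0.0767) or 129 replicates 1, 2 and 3 (0.130, 0.104 and 0.0708), over a range from 0.00838 to 0.268 in all alternatives. The call of Plac9a in DBA was lost without 129 replicate 1 or 2 (0.0525 and 0.0542, range 0.000998 to 0.129), and in B6 without B6 replicate 3 (0.0576) or 129 replicates 1, 2 and 3 (0.0631, 0.0678 and 0.0554, range 0.000953 to 0.166). Hnf4a, a hepatocyte transcription factor on the list that was singled out after its values were seen, had a ratio of mean signals of 2.53 in B6 over 129 and of 1.30 without B6 replicate 1.

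**Figure D2:**
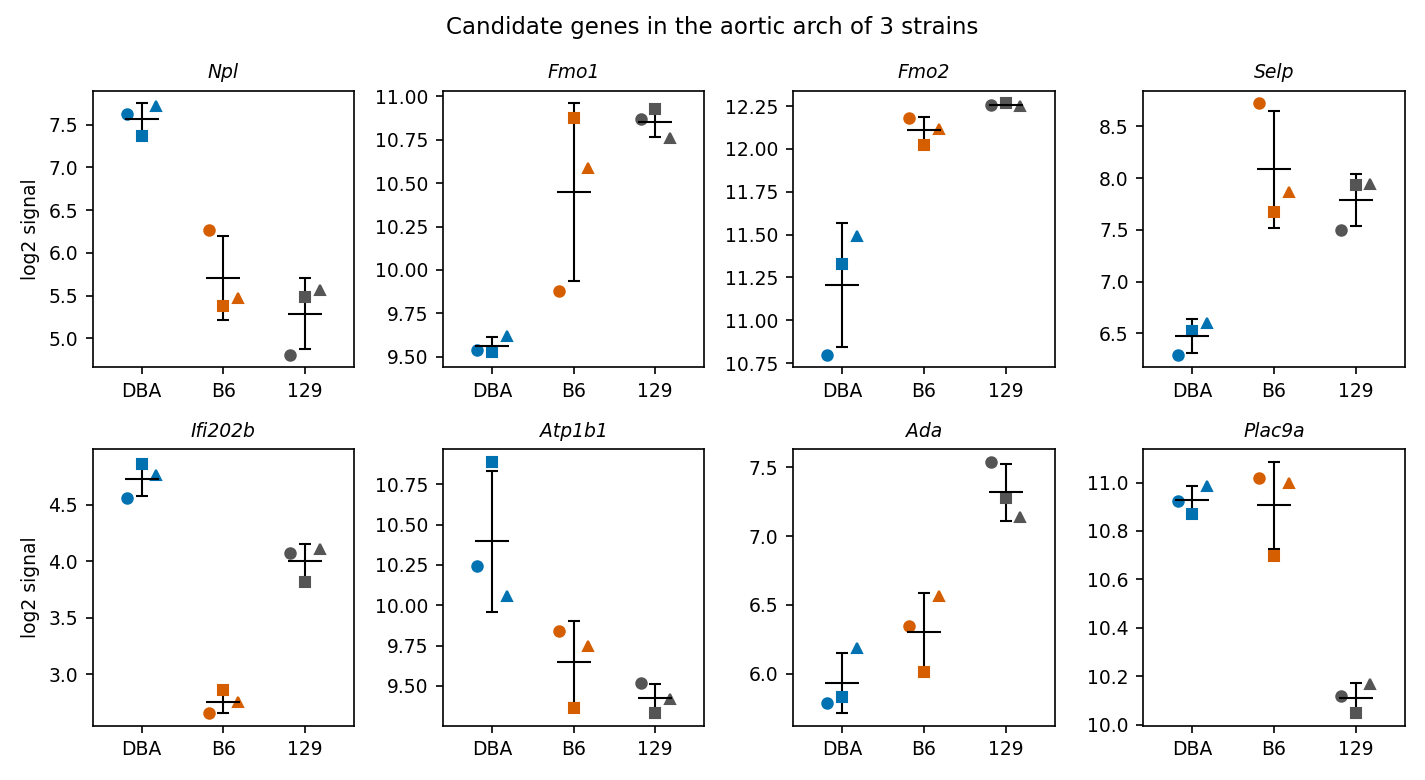
Log2 values of candidate genes on each of the 9 arch arrays, with 1 point per array, horizontal bars at the group means and error bars of 1 SD. Npl lay at a mean of 7.57 in DBA, 5.70 in B6 and 5.29 in 129, and Ada at 5.93, 6.31 and 7.32.

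Between B6 and 129 arch, Acan, the cartilage proteoglycan aggrecan, was 6.40-fold higher in B6 (adjusted p = 0.000243), as were Rps13 (21.5-fold), the tripartite motif gene Trim12a (13.1-fold) and Rab6b, a small GTPase of Golgi transport (9.02-fold). Lower in B6 were Adcy1 (-4.43 ± 0.44), Gdpd3 (-4.11 ± 0.27), the chemokine Cxcl14 (-3.47 ± 0.39) and Gbp2b, a guanylate-binding protein (-3.05 ± 0.17). Interferon-induced genes had a median log2 difference of 0.50 over 15 measured genes, of which 2 rose, Bst2, a tether of budding virions (1.93-fold, adjusted p = 0.0149), and Oasl2 (2.29-fold, adjusted p = 0.0430). That list passed its test (adjusted p = 0.000151, and adjusted p = 0.70 with an estimated correlation).

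A total of 322 genes passed the threshold, 181 higher and 141 lower in B6, and 192 of them differed at least 2-fold. The groups were separate for 17.5% of all genes, where chance gives 10%. Without both arrays with transcripts of other organs 287 genes passed (139 higher, 148 lower). The number was 182 without B6 replicate 3 and 126, 117 and 116 without 129 replicates 1, 2 and 3. The call of Bst2 was lost without any of the 129 arrays (adjusted p = 0.0568 to 0.0686, range 0.00315 to 0.150 over all alternatives) and that of Oasl2 in 8 of the 9 fits that left out 1 array, all but the fit without B6 replicate 3 (0.0602 to 0.163, range 0.00841 to 0.585).

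Several cell-type lists passed the preset test between B6 and 129 arch. In 4 of 10 splits of these arrays, the real one included, as many lists passed (real count 11, highest other 15). Fibroblast and adventitial genes had a median of 0.28 over 13 genes (adjusted p = 8.90e-05, and adjusted p = 0.70 with an estimated correlation). Of these 1 rose, Clec3b, a lectin that binds plasminogen (log2 difference 1.45 ± 0.21, adjusted p = 0.0125), a call lost without 129 replicate 2 or 3 (adjusted p = 0.0571 and 0.0537, range 0.00226 to 0.270 over all alternatives), and 12 did not pass. Macrophage genes had a median of 0.48 (adjusted p = 0.000151) and T cell and thymocyte genes of -1.37 (adjusted p = 0.000151), both with adjusted p = 0.70 with an estimated correlation. The T cell list lay at -2.05 and -2.09 on B6 replicates 1 and 2 and at -0.04 on replicate 3, relative to the 129 arch mean. Elastic fibre genes (median 0.19, adjusted p = 0.00232), cartilage and valve matrix genes (median 0.30, adjusted p = 0.00232) and complement genes (median 0.32, adjusted p = 0.00514) were higher in B6, with adjusted p = 0.756, 0.70 and 0.70 with an estimated correlation. These 3 calls were lost without B6 replicate 1, the array with liver transcripts (adjusted p = 0.154, 0.145 and 0.160, ranges 7.03e-05 to 0.756, 0.000249 to 0.70 and 0.000585 to 0.70). The 13 genes measured for the complement list held 1 that is no complement gene, Olfr48, an olfactory receptor matched to C3 through a synonym, while C3 itself was not measured. Without Olfr48, an alternative chosen after seeing the data, the list had an adjusted p of 0.00770. Sterol biosynthesis genes were lower (adjusted p = 0.0121, and adjusted p = 0.70 with an estimated correlation), a call lost without B6 replicate 1 or 3 (0.0769 and 0.119, range 9.57e-05 to 0.70). Schwann cell genes were lower (adjusted p = 0.0352, and adjusted p = 0.70 with an estimated correlation), a call lost without B6 replicate 1 or 2 or 129 replicate 1 (0.0769, 0.0607 and 0.138, range 0.0115 to 0.70). Mitochondrial respiratory chain genes were lower (adjusted p = 0.0365, and adjusted p = 0.825 with an estimated correlation). Their median difference from the 129 arch mean was -1.07 on B6 replicate 1 and 0.29 and 0.00 on replicates 2 and 3, beside -2.10, 0.33 and -0.08 for brown and -1.67, 0.26 and -0.03 for white adipocyte genes, lists that did not pass (adjusted p = 0.310 and 0.129). The mitochondrial call was lost without 129 replicate 1 or 2 (0.138 and 0.0911) and with arrays centred on their median (0.0718), and without B6 replicate 1 the direction was the opposite (0.0769, range 7.03e-05 to 0.991).

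Between DBA and B6 arch, many of the genes with the largest differences were those that also set DBA apart from 129. H2-Ea, Gbp8, Neto1 and Mrap2 were 53.7-fold, 51.5-fold, 39.0-fold and 26.7-fold higher in DBA, and Sema3e, a guidance factor of vessels and axons, was 13.9-fold higher. Trim12a (-3.44 ± 0.32), its relative Trim30d (-3.08 ± 0.25) and Gpnmb, a glycoprotein of macrophages and melanocytes (-2.95 ± 0.20), were lower. Cell cycle genes were lower in DBA than in B6 (median -0.38 over 14 genes, adjusted p = 3.47e-07, and adjusted p = 0.678 with an estimated correlation), as were interferon-induced genes (median -0.47 over 15, adjusted p = 3.34e-05, and adjusted p = 0.728 with an estimated correlation) and flavin monooxygenases (median -0.54 over 6, adjusted p = 0.000173, and adjusted p = 0.112 with an estimated correlation). Des, the desmin of muscle filaments, was higher in DBA than in B6 (adjusted p = 0.00519), and smooth muscle contractile genes had a median of 0.12 over 17 genes (adjusted p = 0.0133, and adjusted p = 0.728 with an estimated correlation), a call lost without B6 replicate 2 (adjusted p = 0.206, range 0.00229 to 0.728).

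Cardiac muscle genes had a median of 1.69 over 20 genes in DBA relative to B6 (adjusted p = 0.000197, and adjusted p = 0.815 with an estimated correlation), and 1 rose, Actc1, cardiac actin (adjusted p = 0.0297). The call of Actc1 was lost without DBA replicate 3, any of the B6 arrays or 129 replicate 2 (0.0520 to 0.112, range 0.00501 to 1). This list lay at 4.15 on DBA replicate 2, the array with heart and lung transcripts, against -0.83 and -0.42 on DBA replicates 1 and 3, and its call was lost without replicate 2 (adjusted p = 0.998, range 1.87e-07 to 0.998). Fibroblast, elastic fibre, and cartilage and valve matrix genes were lower in DBA than in B6 (adjusted p = 2.44e-05, 0.0119 and 0.00741, and adjusted p = 0.728, 0.815 and 0.728 with an estimated correlation), and the last 2 were lost without B6 replicate 1 (adjusted p = 0.567 and 0.262, ranges 0.000222 to 0.834 and 0.000350 to 0.728). Without both arrays with transcripts of other organs the fibroblast list gave 0.135 (range 3.83e-07 to 0.728). Schwann cell genes were higher in DBA (adjusted p = 0.0127, and adjusted p = 0.534 with an estimated correlation), a call lost without DBA replicate 2 (0.139, range 0.00694 to 0.534).

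A total of 344 genes passed the threshold between DBA and B6 arch, 190 higher and 154 lower in DBA, and 194 of them differed at least 2-fold. The groups were separate for 17.1% of all genes, where chance gives 10%. Without both arrays with transcripts of other organs 287 genes passed (165 higher, 122 lower). The number was 175, 182 and 187 without DBA replicates 1, 2 and 3, 159 without B6 replicate 3 and 224 without 129 replicate 3.

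Genes that set 1 strain apart from both others were counted next. In DBA they included Neto1, Gbp8, Mrap2, Stab2 and Npl, in 129 Rps13, Gdpd3, Adcy1, Klk1b22 and Ada, and in B6 Trim12a, Zfp982, a zinc finger gene, Acan and Mcm6. Mcm6, a DNA helicase of replication, was higher in B6 than in 129 (log2 difference 2.38 ± 0.13), and Rpl3, a protein of the large ribosomal subunit, was lower (-2.27 ± 0.13). Both were chosen after their values were seen. There were 130 DBA-specific genes (76 higher, 54 lower in DBA), 99 129-specific genes (40 higher, 59 lower in 129) and 118 B6-specific genes (62 higher, 56 lower in B6). Independent lists of the same sizes would share 2.53, 2.38 and 2.46 genes, and 100 simulations without effects gave a mean of 0, 0 and 0.02. The simulations leave out the differences and the independent lists leave out the shared arrays, so neither is the overlap expected of contrasts that each hold differences. With 3 arrays per strain the shared group could not be split, and part of the excess may come from the shared arrays. Without both arrays with transcripts of other organs the numbers were 117, 87 and 101. The genes higher in 129 included the lymphocyte genes Ccr7, Il7r and Btla, chosen after their values were seen. The T cell and thymocyte list was also higher in 129 than in both other strains in the preset test, though not with an estimated correlation. Whether lymphoid cells in the pools account for the genes called 129-specific was not tested.

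Single arrays moved these counts. DBA-specific genes numbered 74, 74 and 71 without DBA replicates 1, 2 and 3, 84 and 63 without B6 replicates 2 and 3, and 59, 69 and 66 without 129 replicates 1, 2 and 3. The 129-specific genes numbered 65 without DBA replicate 3, 65 without B6 replicate 3, and 45, 44 and 40 without 129 replicates 1, 2 and 3. B6-specific genes numbered 60, 74 and 69 without DBA replicates 1, 2 and 3, 61 without B6 replicate 3, and 55, 51 and 55 without 129 replicates 1, 2 and 3. In a test for any difference among the 3 strains, 549 of the 22180 genes passed (2.48%), and 502 without both arrays with transcripts of other organs. That number was 351 and 330 without DBA replicates 1 and 3, 362 without B6 replicate 3, and 304, 296 and 292 without 129 replicates 1, 2 and 3.

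Between the root and arch of 129 mice, fat, heart and cartilage genes were among those with the largest differences. Ucp1, the uncoupling protein of brown fat, was lower in the root by 310-fold (log2 difference -8.28 ± 0.25), as were the lipid elongase Elovl3 (-6.07 ± 0.15), the proton channel Otop1 (-5.29 ± 0.14) and Pck1, an enzyme of glyceride and glucose synthesis (-5.25 ± 0.25). Clec3a, a lectin of cartilage, and Nppa were 58.9-fold and 58.8-fold higher in the root, and Ucma, a cartilage matrix protein, Myl3, a ventricular myosin light chain, and Mybpc3, a cardiac sarcomere protein, were 42.8-fold, 42.1-fold and 28.1-fold higher. Nppb, the B-type natriuretic peptide, was 25.9-fold higher (log2 difference 4.69 ± 0.48). These genes had adjusted p between 7.61e-06 and 0.000947.

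A total of 3508 genes passed the threshold (15.8%), 1855 higher and 1653 lower in the root, and 1134 differed at least 2-fold. The groups were separate for 35.8% of all genes, where chance gives 10%. When each array was centred on its median the median difference of all genes moved from 0.00 to -0.11 and the split became 1348 higher and 2589 lower. The count was 2273 without root replicate 3, the lowest of the 6 fits that left out 1 array.

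Cardiac muscle and fat lists moved in opposite directions. Of 20 cardiac muscle genes 16 rose (median log2 difference 3.58, adjusted p = 5.02e-14, and adjusted p = 0.232 with an estimated correlation), with phospholamban Pln at 4.18 ± 0.23 and the troponins Tnni3 and Tnnt2 at 4.01 ± 0.30 and 3.53 ± 0.25. All 11 measured white adipocyte genes fell (median -2.66, adjusted p = 8.77e-15, and adjusted p = 0.213 with an estimated correlation), including Plin1, a lipid droplet protein, at -3.53 ± 0.18 and Pparg, the regulator of fat cell formation, at -3.09 ± 0.16. Of 13 brown adipocyte genes 11 fell (median -2.39, adjusted p = 9.32e-13, and adjusted p = 0.0583 with an estimated correlation). Of 22 mitochondrial respiratory chain genes 17 fell and 1 rose (median -0.91, adjusted p = 5.31e-11, and adjusted p = 0.333 with an estimated correlation), with Uqcrc1 of complex III at -1.27 ± 0.14 and Sdhb, a succinate dehydrogenase subunit, at -1.26 ± 0.16. Smooth muscle contractile genes (2 higher, 1 lower of 17, adjusted p = 0.263) and endothelial genes (4 higher, 3 lower of 14, adjusted p = 0.819, median -0.03 with a mean of 0.08) did not pass as lists.

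Cartilage and valve matrix, heart field and mesothelial lists were higher in the root, and Hox genes were lower. Of 15 cartilage and valve matrix genes 9 rose (median 1.14, adjusted p = 4.38e-08, and adjusted p = 0.213 with an estimated correlation), including Chad, a cartilage leucine-rich protein, at 3.41 ± 0.15 and Hapln1, a link protein of hyaluronan, at 2.88 ± 0.19. Of 17 heart field and valve transcription factors 9 rose (median 0.67, adjusted p = 1.05e-07, and adjusted p = 0.0583 with an estimated correlation), with Gata4 at 3.41 ± 0.17 and Tbx20 at 3.13 ± 0.09. Of 20 Hox genes, which mark position along the body axis, 11 fell and 9 did not pass (median -0.75, adjusted p = 1.15e-07, and adjusted p = 0.0583 with an estimated correlation), with Hoxa5 at -2.04 ± 0.17 and Hoxa4 at -1.69 ± 0.14. Of 11 mesothelial and epithelial genes 8 rose and 1 fell (adjusted p = 1.01e-05, and adjusted p = 0.213 with an estimated correlation), including Upk3b and Wt1 of the mesothelium at 1.89 ± 0.16 and 1.20 ± 0.11.

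Immune cell lists also differed by site. Of 14 macrophage genes 13 rose in the root (median 1.40, adjusted p = 2.61e-11, and adjusted p = 0.274 with an estimated correlation), including Mrc1, a mannose receptor, at 1.74 ± 0.13 and Csf1r, a growth factor receptor of macrophages, at 1.62 ± 0.16. Of 11 T cell and thymocyte genes 9 fell (median -2.05, adjusted p = 3.46e-09, and adjusted p = 0.235 with an estimated correlation), including Cd8b1 at -3.78 ± 0.28 and Dntt, a polymerase of developing lymphocytes, at -3.54 ± 0.32. Dntt also varied between pools of one site, with an SD of 0.63 in 129 arch and 0.33 in 129 root. Whether the tissue taken with the arch and the root differed in lymphoid content was not tested. Of 11 B cell genes 6 fell and 1 rose (adjusted p = 0.0139, and adjusted p = 0.416 with an estimated correlation), a call lost without arch replicate 2 (adjusted p = 0.0744, range 0.00315 to 0.416). Genes that recognise lipopolysaccharide were higher, with 5 of 11 called (adjusted p = 0.00449, and adjusted p = 0.282 with an estimated correlation), among them Lbp at 1.23 ± 0.13 and Cd14 at 1.26 ± 0.14. Of 12 sterol biosynthesis genes 6 fell (adjusted p = 0.00794, and adjusted p = 0.294 with an estimated correlation). Fibroblast (5 of 13 rose), complement (2 rose and 1 fell of 13) and Ifi200 cluster genes (4 of 10 rose) were higher as lists (adjusted p = 0.0253, 0.0285 and 0.0213, and adjusted p = 0.453, 0.333 and 0.478 with an estimated correlation), and each of these calls was lost without arch replicate 2 (0.106, 0.0744 and 0.0779) and without root replicate 2, 1 and 1 in turn (0.0607, 0.0641 and 0.0641). Their ranges over all alternatives were 0.00701 to 0.453, 0.00867 to 0.333 and 0.00153 to 0.478. The fibroblast list also gave 0.0562 with the replicate number as a block, and the complement list, without Olfr48, gave 0.0496 in the alternative chosen after seeing the data.

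**Figure D3:**
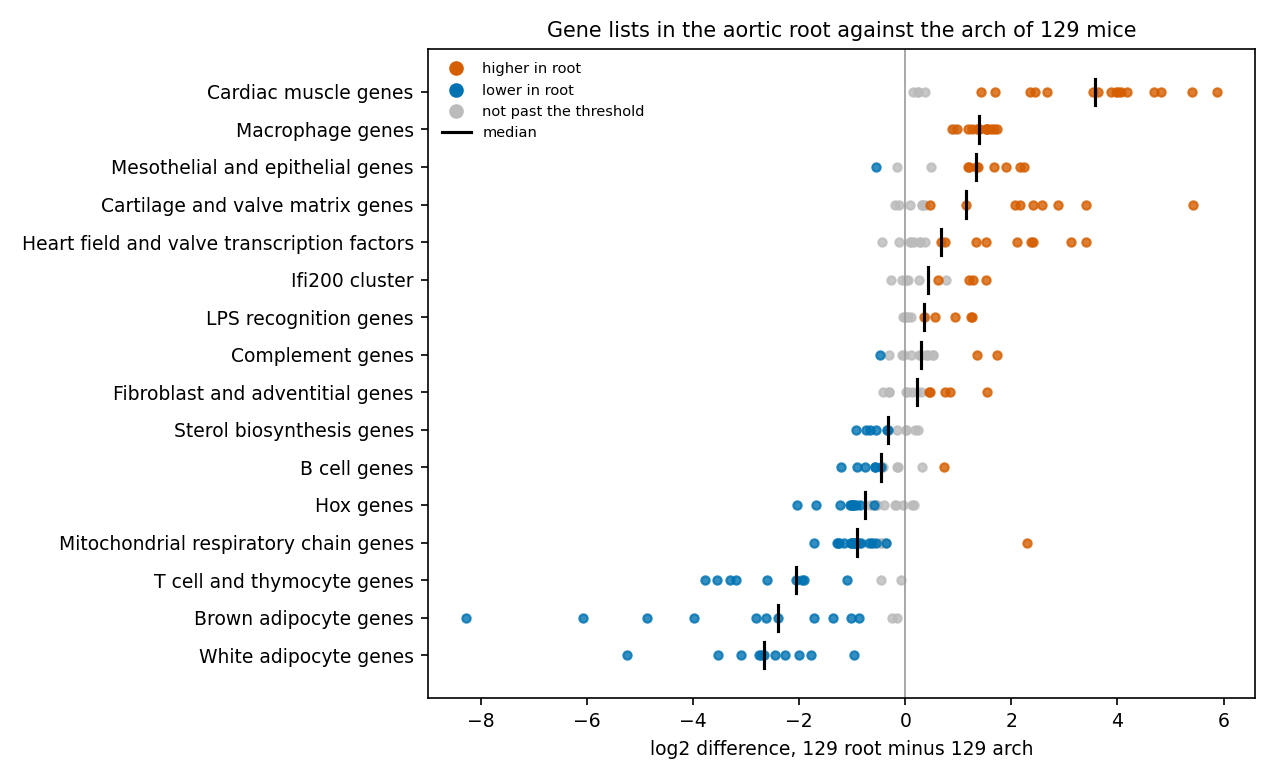
Log2 differences between the root and arch of 129 mice for the members of gene lists, with 1 point per gene and a bar at the median of each list. Cardiac muscle genes had a median of 3.58 and white adipocyte genes of -2.66.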

Values the study reported

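From aortic expression the study reported DBA to 129 ratios of 4.8 for Npl, 0.4 for Fmo1, 0.4 for Selp, 2.0 for Atp1b1 and 0.4 for Ada. For B6 relative to 129 it gave ratios of 0.5 for Ada, 6.7 for Serpinc1 and 2.5 for Hnf4a. The study placed the Ath45 peak at 162.0 Mb of chromosome 2.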

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

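No group was large enough to test single arrays as outliers. For the patterns below, the tests of liver tissue, of a B6 strain difference, of all explanations for DBA arch replicate 2, of the place of B6 arch replicate 1 between the strains and of probe sequence were chosen only after the result was seen. The share of genes nearer to the other B6 arrays and the splits of the arrays were chosen before the data were examined.

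Hepatocyte genes were high on B6 arch replicate 1, with Alb at a signal of 6873 and Ahsg, a liver glycoprotein, at 2135 against means of 23.8 and 133 on the other B6 arch arrays. A B6 strain difference was excluded as the source, since on the other B6 arch arrays the median of the 28 measured hepatocyte genes lay at most 0.0385 on the log2 scale above the 129 arch mean. Liver tissue in the pool may be the source, as the median of these genes was 4.76 above the other B6 arch arrays, and 0 of the 28 are in the lists fixed in advance while 2 are among the more highly expressed genes of 129 arch. An array of DBA or 129 was excluded only by the test of its place, which was chosen after the result was seen. Over 96 genes called B6-specific without this array, its median place was 0.107 (95% interval 0.0306 to 0.211). That scale runs from the other B6 arrays at 0 to the DBA and 129 arch arrays at 1. The interval takes the genes of this array as independent. The array lay nearer to the other B6 arrays at 76 genes (79.2%), just under the bound of 80% set in advance. Variation between pools of B6 mice was not tested as a biological explanation.

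Heart and lung genes were high on DBA arch replicate 2, with the atrial genes Myl7 and Sln at signals of 5253 and 4738 against means of 46.6 and 28.6 on the other DBA arch arrays. A DBA strain difference was excluded for the lung genes. The median of the 15 lung epithelial genes on the other DBA arch arrays lay at most 0.20 above the 129 arch mean (log2). The atrial genes did not enter this test, so it does not cover them. Root tissue in the pool was excluded as the whole source, as cartilage and valve matrix genes had a median of -0.0682 on this array, against 0.93 to 1.33 on the root arrays. Heart and lung tissue in the pool may be the source, with medians of 3.85 over 15 lung genes and 3.99 over 10 atrial genes above the other DBA arch arrays. Of the atrial genes 4 are also in the lists fixed in advance and 2 are among the more highly expressed genes of 129 arch, and no biological difference between pools of DBA mice was tested.

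The array probes may match the B6 sequence better than that of another strain, which would lower signals in DBA or 129 without a change in expression. This was excluded for the 76 DBA-specific genes higher in DBA, the 40 129-specific genes higher in 129 and the 56 B6-specific genes lower in B6, which such probes would move the other way. The genes in the predicted direction, lower in DBA, lower in 129 and higher in B6, made up 41.5% (54 of 130, exact two-sided binomial test, p = 0.0651), 59.6% (59 of 99, exact p = 0.0699) and 52.5% (62 of 118, exact p = 0.645). For these the explanation stayed open, since probe sequences and strain variants were not used here. True strain differences in expression, which the design names, also stayed open and were not tested apart from probe effects.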

How the results depend on the processing

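The alternatives without both arrays that held transcripts of other organs, with intervals widened to the outermost candidates, and without the list gene matched through a synonym of another gene, were chosen only after seeing the data. Across alternatives, counts of genes and lists stayed within 1.5 times the reported value in 163 cases, were larger in 29 and smaller in 88. For single named genes 5355 values kept their sign and their side of the threshold, 167 passed the threshold newly and 302 lost it. A further 56 changed sign without passing in either fit. This tally includes the unadjusted Tukey-Kramer tests, where the threshold was set on unadjusted p. For lists these numbers were 1999, 67, 123 and 114, and 9 more changed direction with a list that passed in at least 1 of the fits. Where a value changed, the cause was not tested unless it is given.

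Array weights gave 517 genes for DBA minus 129 arch, 1412 for B6 minus 129 arch, 1348 for DBA minus B6 arch and 2038 among the 3 strains. The same setting gave 261 DBA-specific, 217 129-specific and 462 B6-specific genes, 9 interval genes at Ath44, 3 at Ath45, and 5 lists for B6 minus 129 arch. With all 12 arrays in one fit the counts were 568, 595 and 671 for the 3 contrasts, 1048 among strains, 215, 172 and 220 strain-specific genes, 8 and 2 interval genes, and 2212 between root and arch. The replicate number as a block gave 186 genes for B6 minus 129 arch and 186 for DBA minus B6 arch, 326 among strains, 71, 65 and 76 strain-specific genes, and 1 and 0 interval genes. Arrays with the same replicate number in different groups had correlations of residuals from -0.0890 to 0.162 over 18 pairs (median 0.0503, with 2 above 0.1), against a range of -0.140 to 0.130 over 36 pairs with different numbers (median -0.0242).

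A minimum of 2-fold left 183, 192 and 194 genes in the contrasts of DBA with 129, B6 with 129 and DBA with B6, 71, 59 and 75 strain-specific genes, and 1134 between root and arch, by its construction. The 6 arrays of a contrast alone, which leave fewer arrays for the spread, gave 190 genes for B6 minus 129 and 128 for DBA minus B6. Without the dimmer genes 2 genes at Ath45 were 129-specific, and without both arrays with transcripts of other organs 0 were. With the wider intervals, from Hmcn1 to Ifi202b and from Dynlrb1 to Slc2a10, the numbers were 7 at Ath44 and 2 at Ath45. The methods' one-way analysis of variance gave 3097 genes among strains unadjusted and 268 after Benjamini-Hochberg adjustment. The methods' Tukey-Kramer test gave 1547, 1514 and 1659 genes unadjusted and 73, 57 and 81 adjusted. On linear values it gave 1517, 1446 and 1598 unadjusted and 38, 29 and 38 adjusted.

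With an estimated correlation camera passed 0 lists in each of the 4 contrasts. Without Olfr48, the gene matched to C3, 6, 11, 10 and 16 lists passed. With fry 2, 0 and 2 lists passed for DBA minus 129, B6 minus 129 and DBA minus B6. Between root and arch, only the Ifi200 cluster among the lists that had passed lost its call with fry (adjusted p = 0.0816). Leaving out 1 array gave 144 to 510, 116 to 282 and 159 to 394 genes in these contrasts, 292 to 704 among strains, and 2273 to 2878 between root and arch. Strain-specific genes ranged from 59 to 154 for DBA, 40 to 104 for 129 and 51 to 96 for B6, interval genes from 1 to 5 at Ath44 and from 0 to 1 at Ath45. The lists passing ranged from 5 to 8, 9 to 14, 9 to 15 and 12 to 19. Fits that leave out 1 array keep 2 arrays in a group.

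Some lists changed direction. Of these only the mitochondrial list in B6 minus 129 arch had passed its test, and the reported adjusted p of the others was 0.0548 for cardiac muscle, and 0.898, 0.322 and 0.749 for the white adipocyte, mitochondrial and T cell lists between DBA and B6. Cardiac muscle genes were lower in DBA than in 129 arch without DBA replicate 2 (adjusted p = 8.09e-06, with a highest value of 0.222 among fits without 1 array) and without both arrays with transcripts of other organs (4.54e-05). White adipocyte genes were lower in DBA than in B6 without B6 replicate 1 (1.57e-05, with a highest value of 0.931 among fits without 1 array) and without both (5.10e-05). Mitochondrial respiratory chain genes became higher in B6 than in 129 without B6 replicate 1 (0.0769) and without both (0.0867), with 7.03e-05 to 0.138 in the fits without 1 array. They became lower in DBA than in B6 without the same arrays (0.00102 and 1.25e-05), with 0.00100 to 0.928 in the fits without 1 array. T cell and thymocyte genes became higher in DBA than in B6 without B6 replicate 3 (0.00534, with a highest value of 0.833 among fits without 1 array). Signal over background limits dim genes, for which no detection calls were used here.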

Other observations

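The splits of the arrays and the tests of neighbouring genes were chosen before the data were examined.

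Other groupings of the 9 arch arrays into 3 groups of 3 were tested with 100 splits drawn from 280. For genes differing among the 3 strains 1 split, the real one, gave as many as 549 genes, and the highest other gave 80, so that chance was excluded. The same held for DBA-specific genes (130, highest other 63), 129-specific genes (99, highest other 63) and B6-specific genes (118, highest other 63), each with 1 split as large. Ath44 interval genes numbered 4, with a highest other of 2 and 1 split as large. Since other splits lowered the strain-specific counts of all genes, they cannot tell whether the interval held more than its share. For pairs of groups the 10 splits are too few for a share under 0.05. The real counts were 320, 322 and 344 genes for DBA minus 129, B6 minus 129 and DBA minus B6 arch and 3508 for root minus arch, with highest others of 1, 0, 0 and 0. For the lists the real counts were 6, 11, 10 and 16 and the highest others 7, 15, 16 and 16, with 6, 4, 7 and 2 of the 10 splits as large. In no contrast did more lists pass than in the highest of the regrouped arrays.

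Genes that differed among strains were tested for lying side by side, as a variant or a shared haplotype might alter neighbours together. Among 18647 pairs of neighbouring genes in the reference order, with pairs of one symbol stem left out, 27 pairs were called together against 11.4 by chance, a ratio of 2.36 (permutation p = 2e-04). Between root and arch of 129 mice, where no strain variant differs, 618 pairs were called against 469, a ratio of 1.32 (permutation p = 1e-04, the smallest that 10000 orders can give). Neighbouring calls without a strain difference therefore occurred as well, and whether the ratios differ was left open by the bound set in advance. Probes that misread a strain's haplotype could give the same neighbours.

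Ribosomal protein genes as a list were near equal among strains, with median log2 differences of 0.01 for DBA minus 129 arch, -0.02 for B6 minus 129 arch and 0.04 for DBA minus B6 arch. Rps13, which is outside that list, was lower in 129 than in both other strains. Rpl3, a member of the list chosen after its values were seen, was lower in B6 than in both other strains, which the medians do not show.

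Serpinc1 had a fold of 2.89 in B6 over 129 arch on the log2 scale (adjusted p = 0.604). This is lower than the ratio the study gave, while the ratio of mean signals was close to it.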
